A study of Mus musculus with 16 samples. Its data were reported in "Macrophage inflammation resolution requires CPEB4-directed offsetting of mRNA degradation" (2022).

How the data were processed

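CPEB4 is an RNA-binding protein that recognises cytoplasmic polyadenylation elements (CPEs), short U-rich motifs in 3′-UTRs. The data are RNA-immunoprecipitation and sequencing (RIP-seq) of mouse bone marrow-derived macrophages (BMDMs), which are macrophages grown from bone marrow. One wild-type (WT) culture, numbered 76, and one CPEB4 knockout (KO) culture, numbered 73, were left untreated or were stimulated for 9 h with 10 ng/ml lipopolysaccharide (LPS), a bacterial cell wall component. For each, the RNA recovered with an anti-CPEB4 antibody (RIP) and the RNA of the lysate (Input) were sequenced. The 16 samples are 8 libraries that were each run on lanes 7 and 8 of a flow cell. In the deposited tables the lanes of a library are summed in one column, so that there was 1 library per genotype, treatment and assay and no replicate. Per the labels, ribosomal RNA was depleted in the Input samples.

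According to the methods of the study, the authors aligned reads to the mouse genome build mm10 with Bowtie2 in local mode, removed duplicate reads with sambamba, and counted reads over Ensembl 3′-UTR regions. The deposited tables give a read count per 3′-UTR and library, and these counts were identical in the 4 tables. The authors' RPKM equals the count divided by the length of the region and by a library total that is larger than the sum of the 3′-UTR counts. The deposited log2 fold change of RIP over Input is the log2 ratio of RPKM + 1. The deposited p-value and its Benjamini-Yekutieli adjustment fit a likelihood-ratio test on the reads of 2 libraries that takes the sum of the 3′-UTR counts as the total, so the authors' fold changes and p-values rest on different totals. The authors' score is the highest MACS peak score over the 3′-UTR for a RIP against its Input, and is 0 where no peak overlapped. The authors also listed CPE predictions for each region, and a gene was taken to hold a CPE where any of its 3′-UTRs had a prediction. The deposited region length is in bases.

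Of 31117 rows, 495 carried no gene symbol and were left out of library totals and tests. They held from 0.902% to 1.04% of the 3′-UTR reads of a library. The other 30622 rows belong to 14925 genes, and 3762 of them repeat the coordinates of another one. Reads were therefore counted more than once where isoforms overlap, and the rows are not independent. Of the 31117 transcripts, 30478 are in GENCODE M21 of the same build, and 93.6% of these regions lie inside an exon of their transcript. The base composition and the AUUUA and CPE motif counts of each region were read from the GRCm38.p6 sequence.

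The choices of test, thresholds, background and named genes were made before the data were examined. For each pair of libraries a two-sided Pearson chi-square test set the reads of a 3′-UTR against all other 3′-UTR reads, with Benjamini-Yekutieli adjustment over regions with at least 10 reads in the pair. Ratios were scaled to the sum of 3′-UTR reads after adding 1 read to each library. A region was called with an adjusted p-value under 0.02 and a log2 ratio over 0.5, or with an unadjusted p-value under 0.02 and a log2 ratio over 1.2, or with a score over 500 and a log2 ratio over 0.5. A gene was called where any of its regions was. Such a test compares the 2 libraries, not the genotypes, and none of the differences has a replicate check in these data. The input-corrected ratio is the WT over KO log2 ratio of the RIPs minus that of the Inputs. Intervals of 95% for ratios are normal intervals from the read counts, and those of shares are Wilson intervals; they cover counting error only. No ratio is given where both libraries had 3 or fewer reads.

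The share of genes with a CPE was set against genes with over 10 WT Input reads, with the odds ratio of Fisher's exact test and with 10000 random lists of the same size matched on WT Input reads in 20 bins. The lists were also matched on reads and 3′-UTR length in 10 bins each, and on reads, length and GC content in 5 bins each. The named genes were chosen by a rule: Cpeb4, 13 genes that the study names around this experiment, and per treatment the 5 called genes with the largest ratio among regions with at least 50 WT RIP reads and 10 reads in both Inputs. The region of a gene with the most reads is given, and for the genes with the largest ratios also the called region where it was another one. For genes in a correlation the region with the most reads was used. AU-rich elements (AREs), a comparison added after seeing the data, were scored as at least 2 AUUUA motifs in the longest 3′-UTR. The correlations with GC content and motif counts were added then too.

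The alternatives were an exact binomial test, the exact test of edgeR with a preset biological coefficient of variation of 0.4 or 0.2, median-of-ratios and TMM scaling, 0.1 reads added, other read minimums, Benjamini-Hochberg adjustment, narrower rules, input-corrected ratios in the rule, and 1 region per gene. The authors' scale (log2 of RPKM + 1 for the ratio, with likelihood-ratio p-values), library totals for the ratio with 3′-UTR totals for the p-value, lists matched on GC content, library totals and TMM for the input-corrected ratios and a recomputed RIP over Input test were added after seeing the data. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with edgeR 4.0.16 were used.

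The calling rule was tested on simulated data for the 30622 regions, with 200 regions raised 4-fold in the WT RIP. With counting error alone, 198 (untreated) and 200 (LPS) of the 200 were called, and their median log2 ratios were 1.89 and 1.86 against a simulated 2. A further 18 and 25 unchanged genes were called in the WT direction and 146 and 129 in the KO direction, where no gene had been raised; part of these follow from the total, which the raised regions enlarge in the WT. With a variation of 20% between cultures, 191 of the 200 were called in each treatment, and the unchanged genes called numbered 152 and 276 in the WT direction and 655 and 866 in the KO direction. With 40%, 170 (untreated) and 179 (LPS) of the 200 were called, and the unchanged genes numbered 954 and 1171 in the WT direction and 1706 and 2113 in the KO direction. The variation that could have been present separately in each RIP was bounded, after seeing the data, by simulating the 4 RIPs with an unchanged WT over KO ratio between treatments and variations in steps of 2%.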

Results

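RIP-seq was performed with an anti-CPEB4 antibody in WT and CPEB4 KO BMDMs, untreated or after 9 h of LPS, and the reads over annotated 3′-UTRs were compared between libraries. The 8 libraries held from 467696 to 2492300 3′-UTR reads. The WT RIPs held 1665914 (untreated) and 2492300 (LPS) of these reads, and the KO RIPs held 467696 and 871482. The Inputs held 929054 (WT, untreated), 1325968 (KO, untreated), 1897360 (WT, LPS) and 1502378 (KO, LPS). The summed 3′-UTR counts came to 46.4% to 51.1% of the library totals of the 4 Inputs. In the WT RIPs they came to 48.9% of the total of the untreated library and 70.1% of that of the LPS library. In the KO RIPs the values were 27.3% and 31.8%. Reads in overlapping isoform regions are counted more than once in these sums, so the values are not shares of distinct reads. WT over KO ratios of the RIPs were therefore higher on the library totals than on the 3′-UTR totals for all genes alike, by 0.84 (untreated) and 1.14 (LPS) on the log2 scale. For the Inputs the corresponding shifts were 0.012 and -0.057. Ratios below are on the 3′-UTR totals, and the sign of a RIP ratio is relative to that total.

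The targeted gene was examined first. The 3′-UTR of Cpeb4 (mm10 chromosome 11, 31931533 to 31935634, + strand, 4102 bases) had 121 reads in the WT Input and 69 reads in the KO Input of untreated cells. After LPS it had 258 and 79 reads. Scaled as CPM of the 3′-UTR reads, the Inputs had 130 (95% Wilson interval 109 to 156) in the WT and 52.0 (41.1 to 65.8) in the KO untreated, and 136 (120 to 154) and 52.6 (42.2 to 65.5) with LPS. The RIPs had 1392 (WT) and 120 (KO) reads of this region untreated and 1920 and 320 reads with LPS. Cpeb4 was thus lower in every library labelled KO, and its 3′-UTR was still read in them. On the 3′-UTR totals the input-corrected ratio of Cpeb4 was 0.38 (95% interval -0.12 to 0.88) untreated and -0.29 (-0.69 to 0.11) with LPS, which is within counting error of 0. This depended on the scaling, as the ratio was 1.21 (0.71 to 1.71) and 0.91 (0.51 to 1.31) with library totals and 0.58 and 0.067 with TMM.

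RIP was compared with Input within each genotype, where the KO lacks the antigen. In the authors' deposited table, 2846 3′-UTRs of the WT were enriched in the untreated RIP with an adjusted p-value under 0.02 and a log2 fold change over 0.5. With LPS the number in the authors' deposited table was 3613. The KO had 773 and 1004 such 3′-UTRs in the authors' deposited table. In the authors' deposited table, MACS peaks overlapped 1990 (untreated) and 4437 (LPS) 3′-UTRs in the WT and 319 and 349 in the KO. A recomputation on the 3′-UTR totals gave 1388 and 1684 enriched 3′-UTRs in the KO, and 2692 and 3417 in the WT. The KO RIPs held fewer reads than the WT RIPs, and RIP over Input was not compared at equal depth. Part of the gap in enriched 3′-UTRs and peaks between the genotypes may therefore follow from depth. Across 4093 genes with at least 10 reads in every library, the RIP over Input ratios of WT and KO were correlated, with a Spearman rho of 0.65 untreated and 0.70 with LPS. Genes are not independent replicates, and these correlations describe the libraries.

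To find mRNAs associated with CPEB4, the WT RIP was compared with the KO RIP. In untreated cells 568 genes were called in the WT direction and 921 in the KO direction, among 15182 3′-UTRs tested. With LPS 957 genes were called in the WT direction and 1459 in the KO direction, among 15893 3′-UTRs tested. The WT direction thus held 38.1% of the calls untreated and 39.6% with LPS. This split moved most with a preset variation of 0.4 in edgeR's exact test, which gave 86 genes (WT) against 24 (KO) untreated, or 78.2% in the WT direction, and 365 against 90 with LPS, or 80.2%. It also turned with the scaling and with the read minimum. On the authors' scale it was 1184 genes (WT) against 516 (KO) untreated, or 69.6% in the WT direction, and 1860 against 526 with LPS, or 78.0%. With TMM the WT direction held 63.9% and 68.6% of the calls, with median-of-ratios scaling 50.1% and 54.0%, and with at least 50 reads in the pair 55.7% and 54.1%. The number of calls in either direction has no replicate check. In simulated unchanged libraries of equal depth, a variation of 40% gave a median of 1004.5 (untreated) and 1359.5 (LPS) genes in the WT direction by the criteria without the peak score, and a variation of 20% gave 266.5 and 387.5. A variation of 12% drawn separately in each RIP, at which the ratios would differ more between treatments than was observed, gave 102.5 and 121.5. Through different isoform regions, 6 genes untreated and 16 genes with LPS were called in both directions.

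**Figure D1:**
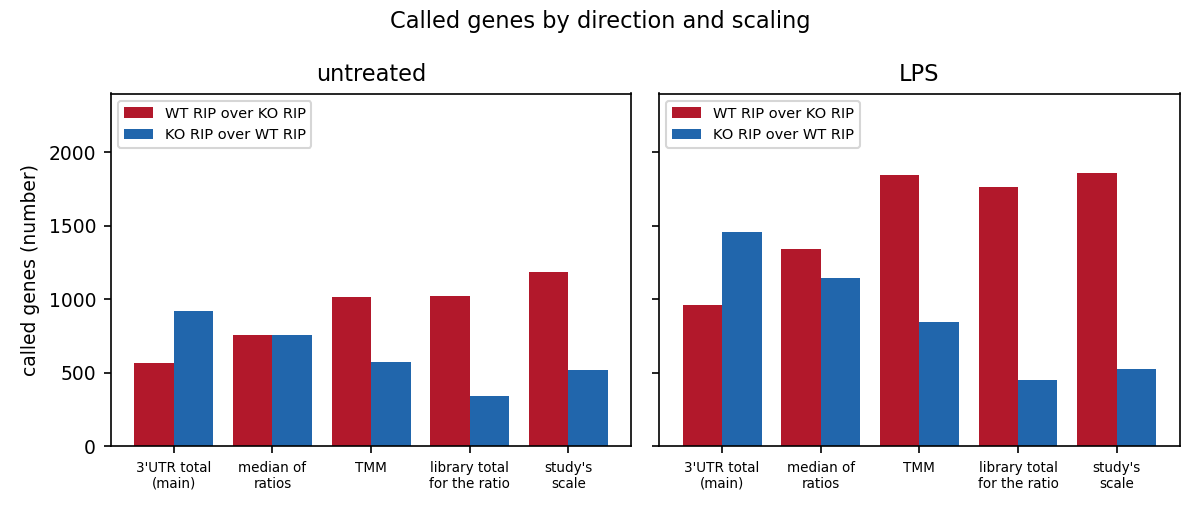
Number of genes called in each direction between the WT and KO RIPs (vertical axis) for 5 scalings (horizontal axis), in untreated cells (left) and with LPS (right). On the 3′-UTR total the KO direction holds more genes, 921 against 568 and 1459 against 957, and on the authors' scale the WT direction does, 1184 against 516 and 1860 against 526.

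The Inputs served as the background of the rule. The WT Input was called over the KO Input for 89 genes untreated and for 142 genes with LPS. Of the 568 and 957 genes called in the RIPs, 9 and 32 were among them. In genes with at least 50 reads in both libraries, the WT over KO log2 ratio had an SD across genes of 0.63 (1339 genes, untreated) and 0.70 (2305 genes, LPS) in the RIPs. In the Inputs it was 0.28 (2556 genes) and 0.30 (3326 genes). Counting error accounts for an SD of 0.18 and 0.17 in the RIPs and of 0.19 and 0.18 in the Inputs.

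**Figure D2:**
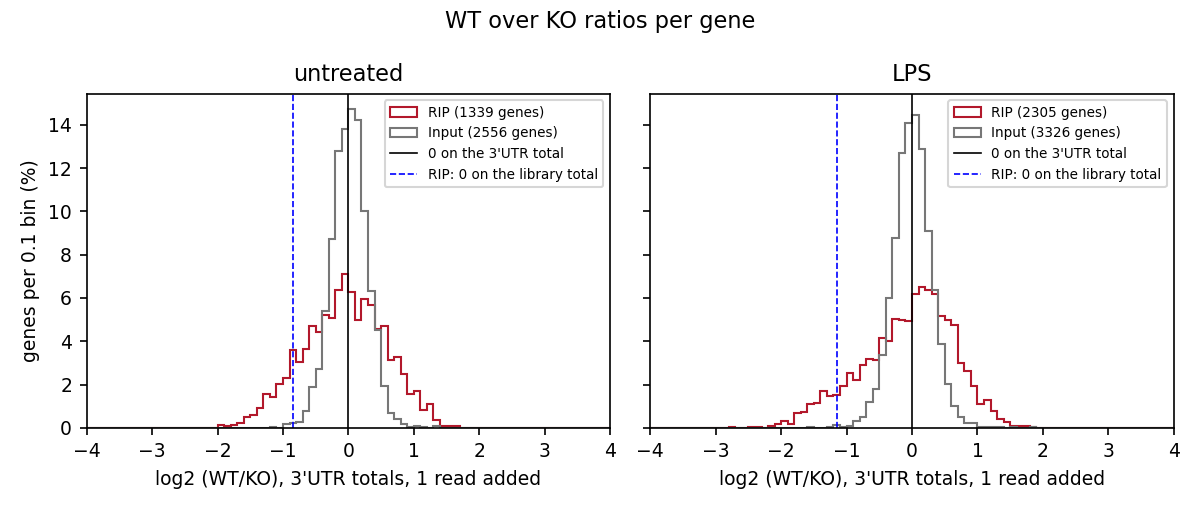
Distribution across genes of the WT over KO log2 ratio in the RIPs (red) and Inputs (grey), for genes with at least 50 reads in both libraries, as a percentage of genes per bin. The dashed line marks where a RIP ratio of 0 lies on the library totals, 0.84 (untreated) and 1.14 (LPS) below that on the 3′-UTR totals, and the RIP ratios spread more widely (SD 0.63 and 0.70) than those of the Inputs (SD 0.28 and 0.30).

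The treatments were then compared. The untreated and LPS lists shared 359 genes, or 30.8% of their union, which is 63.2% of the untreated and 37.5% of the LPS list. Only 12 genes were called in the WT direction untreated and in the KO direction with LPS, and 15 the other way round. Across the 4093 genes, the WT over KO ratio of the RIPs in untreated cells was correlated with that after LPS (Spearman rho 0.79, Pearson r 0.79). For the Inputs rho was 0.14. The input-corrected ratios of the treatments were correlated with a rho of 0.78 (Pearson r 0.77). On the 3′-UTR totals the input-corrected ratio was over 1 for 466 of the 4093 genes untreated and for 378 with LPS, and under -1 for 588 and 673, with medians of -0.027 and -0.049. With library totals it was over 1 for 1673 and 2316 genes and under -1 for 88 and 42. The difference of the input-corrected ratio between treatments had an SD across genes of 0.59, where counting error accounts for 0.56. For most genes a change of this ratio with LPS was therefore not detectable at this depth. The RIP ratios without input correction differed beyond counting error in genes with more reads. Across 1186 genes with at least 50 reads in every RIP, the SD was 0.37, against 0.22 in libraries simulated with counting error alone. The LPS change of the Inputs was similar in the genotypes, with a rho of 0.78 (Pearson r 0.87) across 7867 genes.

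The genes that the study names around this experiment were examined next. For Txnip, Dusp1 and Il1rn, the paper also reports CPEB4 binding by RT-qPCR of replicate immunoprecipitations from LPS-treated cells, with Gapdh as a negative control. Those measurements are not part of these data. Txnip (chromosome 3, 96560530 to 96561883, + strand) had a WT over KO RIP log2 ratio of 1.26 (95% interval 1.02 to 1.49) untreated and 1.19 (0.95 to 1.43) with LPS. Its input-corrected ratios were 1.36 and 1.53. Vegfa (chromosome 17, 46016993 to 46018857, - strand) had RIP ratios of 0.89 (0.46 to 1.33) and 0.37 (0.10 to 0.63), and was called in untreated cells only. With library totals its RIP ratio with LPS was 1.51, and on the authors' scale it was called with LPS too. Its input-corrected ratios were 0.74 (0.13 to 1.35) untreated and 0.93 (0.54 to 1.33) with LPS, where its Input ratio was -0.57. Gapdh (chromosome 6, 125161853 to 125162031, - strand) had 2 (WT) and 1 (KO) RIP reads untreated and 9 and 8 with LPS. Its ratio with LPS was -1.36 (-2.66 to -0.065), which was -0.22 with library totals, and it was not called. Gapdh has many processed pseudogenes, so its reads are uncertain. Dusp1 (chromosome 17, 26505590 to 26506279, - strand) had RIP ratios of 2.40 (1.37 to 3.42), from 149 and 7 reads, and 0.60 (0.29 to 0.90), with input-corrected ratios of 3.17 and 1.01. Il1rn (chromosome 2, 24349631 to 24351494, + strand) had a ratio of 2.49 (1.76 to 3.21), from 319 and 15 reads, in untreated cells. With LPS its ratio was -0.22 (-0.30 to -0.13), which turned to 0.12 with TMM and to 0.92 with library totals, and its input-corrected ratio was 0.043 (-0.070 to 0.16), or 1.24 with library totals. Il1rn was thus not called with LPS on the 3′-UTR totals, but it was called in the WT direction on the authors' scale. Socs1 (chromosome 16, 10783808 to 10784232, - strand) had a RIP ratio of 1.19 (0.87 to 1.51) with LPS and an input-corrected ratio of 1.24. Socs3 (chromosome 11, 117966079 to 117967552, - strand) had 0.13 (0.024 to 0.24) and Zfp36 (chromosome 7, 28376784 to 28377557, - strand) 0.21 (0.022 to 0.41) with LPS, and neither was called. Their input-corrected ratios with LPS were 0.20 (0.060 to 0.34) and 0.67 (0.41 to 0.92), with an Input ratio of -0.45 for Zfp36. With library totals their RIP ratios with LPS were 1.27 and 1.36. On the authors' scale Socs3 was called with LPS and Zfp36 was not. Both were called in untreated cells, Socs3 from 42 and 3 RIP reads. Tnfaip3 (chromosome 10, 19000910 to 19002730, - strand) had -0.60 (-0.75 to -0.45) with LPS and was called in the KO direction. On the authors' scale it was called in the WT direction with LPS, and its ratio was 0.54 with library totals. After input correction it was -0.82 (-1.04 to -0.60), or 0.38 with library totals. Of the 13 genes, 7 were called in the WT direction in untreated cells and 7 with LPS, and the authors' scale gave 7 and 11. From replicate RNA-seq, the paper reports lower levels of Dusp1, Il1rn, Socs3, Tnfaip3 and Zfp36 mRNA in LPS-treated KO cells. The Input ratios with LPS were -0.41 for Dusp1, -0.26 for Il1rn, -0.45 for Zfp36 and -0.070 for Socs3. Only that of Tnfaip3, at 0.22, was in the direction of the paper. A negative Input ratio raises the input-corrected ratio. With LPS, Cxcl1 (2.60, 1.82 to 3.37), Ptgs2 (1.11, 0.98 to 1.25), Ccl2 (1.16, 0.71 to 1.60) and Cxcl2 (0.95, 0.74 to 1.16) were called in the WT direction. For Cxcl2 the input-corrected ratio was 0.035 (-0.30 to 0.37) and for Cxcl1 it was 1.01 (-0.14 to 2.16), since their Inputs differed in the same direction, but these ratios were 1.23 and 2.21 with library totals. For Ptgs2 it was 0.84 and for Ccl2 0.57 (-0.23 to 1.37). That of Ccl2 was 0.93 (0.13 to 1.73) with TMM and 1.77 (0.97 to 2.57) with library totals.

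**Figure D3:**
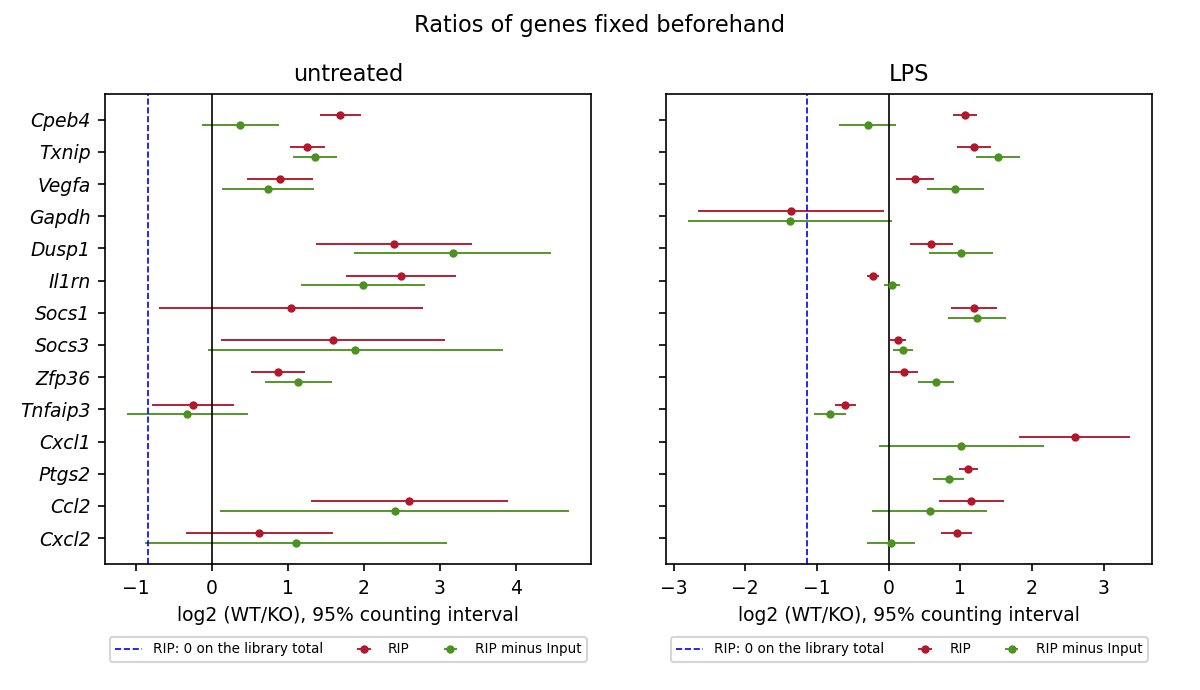
WT over KO log2 ratios (horizontal axis) of the RIPs (red) and after subtraction of the Input ratio (green) for Cpeb4 and 13 genes fixed beforehand, with 95% intervals from read counts; genes with 3 or fewer reads in both libraries have no point. The dashed line marks a RIP ratio of 0 on the library totals, and the RIP ratio of Tnfaip3 with LPS (-0.60) lies to its right and below 0 on the 3′-UTR totals.

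Among called genes with enough reads, the largest ratios in untreated cells were those of single regions of Hnrnpd (75 WT and 1 KO RIP reads), Hdac1 (84 and 2), Ccl3 (123 and 4), Csnk1e (193 and 7) and Tbp (70 and 2). For these regions, with the KO reads set to the floor of 3, the fold was 7.02 for Hnrnpd, 7.86 for Hdac1 and 6.55 for Tbp. These folds leave out counting error and are not lower bounds. Hnrnpd had a WT over KO log2 ratio of 3.42 (1.39 to 5.44), Hdac1 2.99 (1.33 to 4.65) and Tbp 2.73 (1.07 to 4.40). For Hnrnpd and Tbp the called region was not the one with the most reads. The region of Tbp with the most reads had ratios of -0.29 (-0.83 to 0.25) and -0.13 (-0.71 to 0.44), which were 0.55 and 1.01 with library totals, and with LPS also 0.028 with median-of-ratios scaling and 0.20 with TMM. With LPS the largest ratios were those of Cxcl11 (3.57, from 474 WT and 13 KO RIP reads), Prkar2b (2.67, from 308 and 16), a region of Stt3a (2.63, from 158 and 8), Cxcl1 (2.60, from 241 and 13) and Cxcl3 (2.56, from 403 and 23). The input-corrected ratio of Prkar2b (chromosome 12, 31958476 to 31960388, - strand) was 2.81 (1.84 to 3.77). That of Cxcl11 was 0.49 (-0.68 to 1.67), or 1.69 with library totals, as its Input had 116 reads in the WT and 10 in the KO.

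Because CPEB4 binds CPEs, the share of genes with a predicted CPE was compared. In untreated cells 59.7% (95% Wilson interval 55.2 to 64.0%) of 474 called genes had a CPE, against 41.0% of 5832 expressed genes (odds ratio 2.28). With LPS the share was 64.9% (61.6 to 68.0%) of 865 called genes against 40.0% of 7063 (odds ratio 3.20). The medians of 10000 random lists matched on Input reads were 41.8% and 40.7%, and none of these lists reached the observed share. The excess over these medians was 17.9 and 24.2 percentage points, and it moved most for genes called in the KO direction, to -19.3 and -20.7. Among the ways of matching, adding 3′-UTR length and GC content moved it most. This raised the medians to 50.6% (central 95% of lists 46.8 to 54.2%) and 55.0% (52.5 to 57.7%), and none of the 10000 lists reached the observed share there either. Genes called in the KO direction had a CPE in 22.2% and 20.1% of cases. Against lists matched on reads, length and GC content, their share differed from the median by -9.16 and -7.44 percentage points. For KO calls on the authors' scale the shares were 30.5% and 20.5%, with differences of -4.26 and -4.29 from lists matched in this way. On the authors' scale the shares in the WT direction were 62.4% and 63.3%. At least 2 AUUUA motifs were found in 70.0% and 76.1% of the called genes, against 55.2% and 53.6% of the expressed genes. With lists matched on reads, length and GC content the median was 67.7% untreated, with the observed share at the 94.2th percentile, and 73.9% with LPS, with the observed share at the 98.5th percentile.

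**Figure D4:**
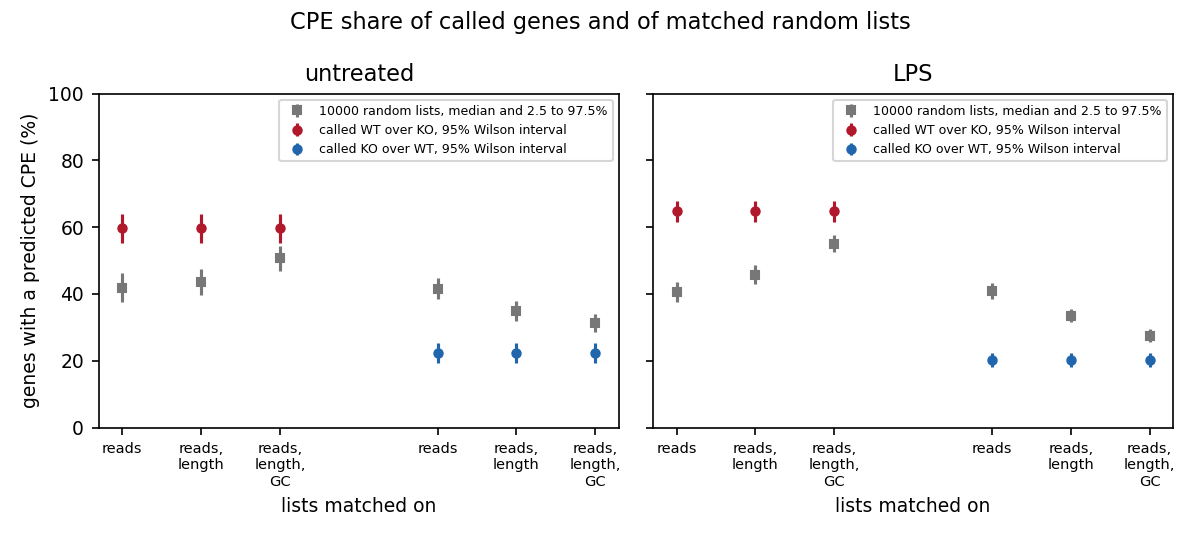
Percentage of genes with a predicted CPE (vertical axis) among genes called in the WT direction (red) and in the KO direction (blue), with 95% Wilson intervals, beside the median and the central 95% of 10000 random lists (grey) matched on the properties named below the axis. The called shares of 59.7% (untreated) and 64.9% (LPS) lie above the random lists, which rise to 50.6% and 55.0% when GC content is matched.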

Values the study reported

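The study reported 1173 mRNAs associated with CPEB4 in untreated BMDMs and 1829 in BMDMs treated with LPS.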

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

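The tests in this part were chosen after the results were seen. For named genes, the WT over KO log2 ratio of the RIPs with LPS was compared with that in untreated cells, for the region with the most reads. A normal test of the difference from the read counts covered 9 genes with at least 10 reads in each of the 4 RIPs, and 4 of them (Cpeb4, Il1rn, Zfp36 and Stt3a) passed 0.05 after Benjamini-Hochberg adjustment over the 9. That minimum left out genes with few reads in the untreated KO RIP. An exact conditional test of the same difference, with no such minimum, covered 18 genes with over 3 reads in at least 1 RIP of each treatment. Of these, 9 passed 0.05 after adjustment over the 18, among them the 4 above and a further 5 (Ccl3, Dusp1, Hdac1, Ccl2 and Socs3), and the rest did not. The tests compare those libraries, not the conditions, and a difference between single cultures or immunoprecipitations remains open for each gene, since there are no replicates.

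For Il1rn the ratio was lower with LPS by a difference of -2.71 (95% interval -3.43 to -1.98, adjusted p-value 3.17e-12). No other gene among the 4093 with at least 10 reads in every library had a lower difference. The scaling of the libraries did not account for it, as the smallest difference under the other scalings was -2.41. A change of the mRNA level in the Inputs was not enough either, as the input-corrected difference was -1.95 (-2.77 to -1.12), and -1.58 at the smallest under any scaling. The KO RIP of untreated cells had 15 reads of this region, and the interval takes this into account. The isoform regions of Il1rn overlap, so they are no separate evidence. Scaled as CPM of the 3′-UTR reads, the KO RIP had 32.1 untreated and 1870 with LPS, and the KO Input had 83.0 and 1794. In the WT the RIP had 191 and 1611, and the Input 117 and 1499. RIP relative to Input thus rose in the KO, which lacks the antigen, and fell in the WT. Part of the difference therefore comes from the KO libraries and not from CPEB4 binding. For the rest, an effect of LPS on CPEB4 association with Il1rn may remain, as an untested hypothesis.

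For Cpeb4 the difference was -0.63 (-0.94 to -0.31, adjusted p-value 0.00049), and -0.33 at the smallest under other scalings, which is only just beyond counting error. After input correction it was -0.67 (-1.31 to -0.029) on the 3′-UTR totals but -0.30 with library totals, which is within counting error. The Input ratio itself moved by 0.043 (-0.51 to 0.60), and at this width a change in the Inputs cannot be told apart. Of the 4093 genes, 9.21% had a lower difference. For Zfp36 the difference was -0.65 (-1.06 to -0.25, adjusted p-value 0.0045). With library totals it was -0.36, which is within counting error, so that scaling may account for it. After input correction it was -0.47 (-0.98 to 0.036), and -0.11 with library totals, and a change in the Inputs cannot be told apart at this depth.

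For Stt3a, which was named because of its large ratio with LPS, the difference was 1.09 (0.31 to 1.86, adjusted p-value 0.0135). That choice favours a positive difference. The smallest difference under the other scalings was 1.14. The Input ratio went from -0.64 to 0.19, a rise of 0.83 with a lower 95% bound of 0.17, and the input-corrected difference was 0.25 (-0.77 to 1.28), so that a change in the Inputs may account for most of it.

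The further 5 genes had from 2 to 7 reads in the untreated KO RIP. For Dusp1, with 7 reads there, the difference was -1.80 (-2.87 to -0.73, adjusted exact p-value 0.000536). Neither scaling nor a change in the Inputs accounted for it, as it was -1.50 at the smallest under other scalings and -1.79 at the smallest after input correction. For Ccl3, with 4 reads, the difference was -2.40 (-3.71 to -1.09, adjusted exact p-value 2.31e-05), with smallest values of -2.10 under other scalings and -1.75 after input correction, both beyond counting error. Ccl3 and Hdac1 were named because of their large untreated ratios, which favours a negative difference. For Hdac1, with 2 reads, the difference was -2.07 when the KO RIP is set to the floor of 3 reads (adjusted exact p-value 0.00619), and -1.77 at the smallest under other scalings. After input correction it was -1.10 at the smallest, within counting error, and a change in the Inputs cannot be told apart. For Ccl2, with 4 reads, the difference was -1.45 (-2.81 to -0.076, adjusted exact p-value 0.0368). It was -1.15 with library totals, within counting error, so that scaling may account for it, and -1.47 at the smallest after input correction, where 3 and 4 Input reads leave the Inputs open. For Socs3, with 3 reads, the difference was -1.84 at the floor (adjusted exact p-value 0.0466), and -1.54 at the smallest under other scalings. With 1 read added it was -1.46 (-2.94 to 0.021), so that the normal interval includes 0, and scaling cannot be told apart. After input correction it was -1.70 at the smallest, and a change in the Inputs cannot be told apart either, at 7 and 13 Input reads.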

How the results depend on the processing

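The exact binomial test, 0.1 reads added, Benjamini-Hochberg adjustment, criteria 1 and 2 alone and 1 region per gene kept each count of called genes within 1.5 times. Input-corrected ratios in the rule did so for the counts of the RIPs, and do not apply to the Inputs. For the other settings the cause was not tested unless it is stated. The authors' scale, library totals for the ratio, GC-matched lists, library totals and TMM for the input-corrected ratios and the recomputed RIP over Input test were chosen after seeing the data. Counts are given for untreated and then LPS libraries.

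Genes called in the WT direction between RIPs (568 and 957) were 1012 and 1848 with TMM, 1184 and 1860 on the authors' scale, and 1020 and 1763 with library totals for the ratio. TMM raises every RIP ratio by 0.23 and 0.34 and library totals by 0.84 and 1.14, by construction. Median-of-ratios scaling raises them by 0.11 and 0.16. With preset variation in edgeR's exact test they were 315 and 568 (0.2) and 86 and 365 (0.4), which widens the error by construction. A log2 ratio over 1 with an adjusted p-value under 0.02 gave 233 and 339. Criterion 1 alone gave 365 in untreated cells.

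Genes called in the KO direction (921 and 1459) were 571 and 847 with TMM, 516 and 526 on the authors' scale, 338 and 447 with library totals, 343 and 701 (0.2) and 24 and 90 (0.4) with edgeR, 450 and 747 with at least 50 reads in the pair, and 346 and 767 with the log2 ratio over 1. Criterion 1 alone gave 471 untreated, and no read minimum gave 2323 with LPS. The WT direction held 78.2% and 80.2% of the calls with edgeR at 0.4, 55.7% and 54.1% with at least 50 reads in the pair, and 75.1% and 79.8% with library totals.

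Genes called between the Inputs (89 and 142) were 18 and 45 (0.2) and 1 and 4 (0.4) with edgeR, 22 and 76 with at least 50 reads, 17 and 61 with criterion 1 alone, and 7 and 22 with the log2 ratio over 1. Untreated, they were 141 with no read minimum and 134 on the authors' scale. Genes called in both treatments (359) were 763 with TMM, 845 on the authors' scale, 771 with library totals, 154 (0.2) and 54 (0.4) with edgeR, and 104 with the log2 ratio over 1.

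Enriched KO 3′-UTRs of RIP over Input were 1388 and 1684 on the 3′-UTR totals, more than in the authors' deposited table. The input-corrected ratio was over 1 for 466 and 378 genes. These were 702 and 814 with TMM, 1673 and 2316 with library totals, and 659 with LPS under median-of-ratios scaling, which each raise the RIP ratios by construction. The correlation of the LPS changes in the Inputs was 0.88 with at least 50 reads in each library, where counting error is smaller.

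The CPE odds ratios (2.28 and 3.20) were 1.76 and 2.04 for the activation class alone, 0.37 and 0.31 for genes called in the KO direction, and 2.87 untreated on the authors' scale. The excess over random lists (17.9 and 24.2 percentage points) was 9.70 and 11.4 for the activation class, -19.3 and -20.7 for the KO direction, and 9.07 and 9.83 with GC content matched. With length matched it was 19.1 with LPS.

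Among single genes, a ratio changed sign under another setting 14 times, for Cpeb4, Il1rn, Tnfaip3 and Tbp. Under another setting 26 ratios passed their counting interval that had not, 4 no longer did, and 280 kept direction and side. The input-corrected ratio of Cpeb4 with LPS was 0.067 with TMM and 0.91 with library totals. Il1rn with LPS was 0.12 with TMM and 0.92 with library totals. Tnfaip3 was 0.59 and 0.54 with library totals, and after input correction 0.51 and 0.38. The region of Tbp with the most reads was 0.55 and 1.01 with library totals, and with LPS 0.028 with median-of-ratios scaling and 0.20 with TMM. After input correction it was 0.12 with TMM and 0.74 with library totals, untreated.

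Leaving out each lane in turn was not run, since the lanes are summed in the deposited counts. No paired analysis was possible because each group has 1 library. The KO RIPs are the least deep libraries, with 467696 and 871482 3′-UTR reads, and limit the WT over KO ratios of the RIPs. Input reads can limit an input-corrected ratio more, as for Cpeb4 with LPS, where the standard error was 0.087 for the RIPs and 0.18 for the Inputs.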

Other observations

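The tests on library depth, mRNA level and CPE share were fixed before their results were seen, except that on depth in the KO direction. Matching on GC content was itself added after seeing the data, although before its own result. The other tests of this part, those on variation between cultures included, were chosen afterwards. Genes called WT over KO on the 3′-UTR totals numbered 568 untreated and 957 with LPS. Both are lower than the values quoted from the study above. On the authors' scale, chosen after seeing the data, the genes called numbered 1184 and 1860, close to the study's values. The thresholds were the same in both cases. RIP ratios on the 3′-UTR totals are lower than on the library totals by 0.84 (untreated) and 1.14 (LPS), so fewer genes pass in the WT direction.

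Differences in mRNA level between the cultures did not account for the calls in the WT direction as a group. They may account for single calls, as for Cxcl2 with LPS, whose input-corrected ratio was 0.035 (-0.30 to 0.37) on the 3′-UTR totals. Called genes with fewer reads than the minimum below were not covered. The median input-corrected log2 ratio was 1.16 over 364 called genes with at least 10 reads in every library in untreated cells and 0.96 over 620 with LPS. Nor did the lower depth of the KO RIPs account for them. After the WT RIP was thinned to the KO total in 20 draws, the number of genes called by criteria 1 and 2 was 103% (untreated) and 94.0% (LPS) of that before, and 79.1% and 80.1% of the same genes were still called. In the KO direction the number was 61.6% and 71.7% of that before, so that unequal depth went with part of these calls. A median of 566.5 and 1045 genes was left in the KO direction at equal depth, against 53.5 and 51 in unchanged simulated libraries of that depth with counting error alone. Counting error and depth together thus did not account for either direction.

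Variation drawn separately in each immunoprecipitation did not account for the calls. Across the 4093 genes, the difference of the WT over KO RIP log2 ratio between treatments had an SD of 0.50, against 0.42 in simulated libraries with counting error alone and 1.27 with a separate variation of 40% in each RIP. With 12%, the simulated SD was above the observed one in each of 20 draws, also for the 1186 genes with at least 50 reads in every RIP (0.41 against 0.37). At that variation, unchanged libraries of equal depth gave 102.5 and 121.5 genes in the WT direction and 103.5 and 120 in the KO direction, fewer than the 576.5 and 859.5 (WT) and the 566.5 and 1045 (KO) left after thinning. Over genes with at least 10 reads in every library alone, they gave 60 and 66.5 against 347.5 and 539 (WT) and 62 and 67 against 440 and 678.5 (KO). Variation between the cultures that both treatments share leaves that difference as it is, and cannot be told apart from an effect of genotype, because each genotype has 1 culture. Where it concerns mRNA levels, the input-corrected ratios above argue against it for the covered calls in the WT direction as a group, not for each gene. A shared difference in recovery stays open. A shared variation of 40% would give 1004.5 and 1359.5 genes in the WT direction and 1022.5 and 1360 in the KO direction, more than was left after thinning, and 20% would give 266.5 and 387.5 (WT) and 267 and 383 (KO). The variation was drawn separately for each region, although isoform regions share reads, which raises the simulated counts of genes.

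The direction of the split changed with the total used, besides its changes with the preset variation and the read minimum. Genes whose longest 3′-UTR held no CPE, no G variant of a CPE and no AUUUA motif were taken as mRNAs with no known site. Their median WT over KO RIP log2 ratio was -0.79 (95% bootstrap interval -0.88 to -0.63) over 241 genes untreated and -1.01 (-1.14 to -0.91) over 339 genes with LPS. On the library totals these medians were 0.051 and 0.13. A candidate explanation is that scaling to the 3′-UTR reads makes unbound mRNAs look depleted from the WT RIP, because more of that library is bound 3′-UTRs. Such genes also have more GC (53.0% against 44.3% in the others, untreated), and GC content went with part of their lower ratio. The gap to the other genes was -0.87 and -1.18 without regard to GC content. Within bins of GC content it was -0.55 (-0.70 to -0.40) and -0.77 (-0.90 to -0.58), so that GC content alone did not account for it. What the library reads outside 3′-UTRs are was not analysed here. Ribosomal RNA was depleted in the Inputs per the labels, and a different ribosomal share of the RIPs stays open as a reason for their totals.

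RIP over Input fell with GC content in both genotypes. Across 4093 genes, rho was -0.75 and -0.78 in the WT and -0.63 and -0.67 in the KO. Binding by CPEB4 alone cannot give the latter, as the KO lacks the antigen. A recovery of AU-rich 3′-UTRs that does not need CPEB4, or the different handling of RIP and Input libraries, may both contribute, and they were not separated.

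The CPE content rose with the WT over KO ratio beyond these trends. Length alone did not account for the CPE share of the called genes, which exceeded length-matched lists by 16.0 and 19.1 percentage points, nor did GC content, with which the excess was 9.07 and 9.83. Part of the excess over read-matched lists, of 17.9 and 24.2, was removed by matching length and GC content. The rank correlation of the WT over KO RIP ratio with the CPE motif count was 0.42 and 0.50, and with GC content, length and Input reads held fixed it was 0.26 and 0.29. The KO RIP over Input also rose with the CPE motif count, with a rho of 0.34 and 0.44, but with the same properties held fixed it was -0.044 and -0.021. For AUUUA motifs and the WT over KO ratio it was 0.084 and 0.079. These values are consistent with a CPE-related signal that needs CPEB4, as a hypothesis from single libraries in which a difference in recovery shared by both treatments stays open.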
